A study of Plasmodium falciparum 3D7 with 4 samples. Its data were reported in "H2A.Z Demarcates Intergenic Regions of the Plasmodium falciparum Epigenome That Are Dynamically Marked by H3K9ac and H3K4me3" (2010).

How the data were processed

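Genomic DNA of the Plasmodium falciparum clone 3D7, a malaria parasite with a very AT-rich genome, had been sheared and made into 4 Illumina libraries, 1 per method of preparation. One library was made without amplification, 1 by T7 amplification (fragments carrying a T7 promoter are transcribed into RNA and copied back into DNA), 1 with 6 cycles of PCR and 1 with 12 cycles of PCR. Each method has 1 library, so there are no replicates. No test between libraries was run and no p-value is given. Intervals are 95% intervals that cover counting error only, and tags from amplified DNA are not independent molecules. For shares and ratios of tags they are exact binomial (Clopper-Pearson) intervals. For slopes and pair ratios they come from resampling blocks of 100 kb along the chromosomes, 500 and 200 times.

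According to the methods of the study, reads were sequenced from one side of the fragments, filtered for quality and mapped with BWA to the PlasmoDB v6.1 assembly. The BWA version is not given in the sources used here. The authors deposited a list of mapped tags and a signal track per library. Each list held 10000000 tags of 76 bp on the 14 nuclear chromosomes, without strand. The equal totals set the depth of the libraries to the same value, so only the distribution of tags along the genome can differ between them. According to the methods, the genomic DNA libraries were brought to equal size by taking the same number of reads with a single mapping position. By the same account, tags were added by repeated drawing only for a ChIP dataset that is not part of these libraries. The deposited signal track gives coverage as the number of tags overlapping each 10 bp window. It was rebuilt from the tag lists, and 0 of 2326676 windows differed in each library, so the track is no separate measurement.

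Tags were assigned by their listed start to 150 bp windows tiled from the first base of each chromosome, which gave 155089 complete windows, and to 1 kb tiles. Because no strand is listed, the listed start is the left end of a tag and not always its first sequenced base. Ratios to the amplification-free library were formed in windows with at least 10 amplification-free tags and in tiles with at least 100. Pearson's r was computed on square-root tag counts across windows, which are not independent replicates. Tags were split at random into 2 parts to find the r that counting noise allows between libraries. Where 2 amplified libraries were compared through their ratios, each ratio had its own part of the amplification-free tags as denominator, so that they did not share its chance values. The exceptions are the 618 tiles named in the closing section and the ratios near the chromosome ends. For T7 against 12-cycle PCR, r was also computed with the variance of counting noise taken off both log2 ratios, in tiles with 10 or more tags in both, and its interval came from resampling the blocks 100 times. For the slope of the log2 ratio after 12 cycles on that after 6 cycles, tiles with 10 or more tags in both PCR libraries were used. Tiles were also put in classes by the ratio after 6 cycles in one part of the tags, and the ratios of each class were measured on the other part. The steps between classes were also set against those that squaring the 6-cycle ratio of each 150 bp window would give, from separate parts of the tags so that counting noise was not squared. Stretches without tags were read from the 10 bp windows. Start positions with 5 or more tags were called stacked. Pairs of tags at one start were set against the number expected if the tags of each 150 bp window fell evenly on its bases, leaving out windows with a start of 20 or more tags in any library.

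The calculations were tested on simulated data. Libraries with a slope of 2 built in at each tile returned an orthogonal slope of 1.99 and steps between classes of 1.799 to 2.01 (21299 tiles), with 1 gain per tile. With a gain of its own in each window, 0 of 7 steps fell below the step predicted from windows by more than the interval. Of 200 windows with 40 or more amplification-free tags lowered 8-fold, 99% fell below 0.25 of their former count, as did 0.00202% of 148839 unchanged windows. Windows with fewer tags were not lowered, so recovery there is not known. A spread of 0.5 beyond Poisson noise was returned as 0.500. A T7 ratio built as a weak copy of the 12-cycle ratio gave an r of 0.996 with noise taken off, and 1 built without relation gave -0.00946 (21863 tiles). The pair ratio was 1.00 without copies and 1.36 when 10% of tags were copies. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

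Windows, tiles, the correlation, the share of windows without tags and their alternatives were chosen before the data were examined. So was the rule for naming regions, which takes the 3 tiles with the highest and the 3 with the lowest ratio for 12-cycle PCR and for T7 amplification. The ratio classes were chosen afterwards. The slope, the chromosome ends, the stacked starts and the stretches were added once the layout of the files was known, and what their tests would show was written down before their values were computed, except for the tests named in the closing section. The correlation had been planned over coding and over intergenic windows and was computed over all windows. A genome sequence and gene annotation of the files' build were not used here, so AT content, coding and intergenic sequence, genes and centromeres were not analysed here, nor were the parts of the naming rule that need them. The apicoplast and mitochondrial genomes were not analysed here. Alternatives were 500 bp windows, each start counted once, the listed tag end, only windows with 10 or more amplification-free tags, the deposited signal track, Spearman's rank correlation and log2(tags + 1), together with others added after seeing the data.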

Results

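Different ways of preparing a sequencing library from the same kind of sheared P. falciparum genomic DNA were compared, to ask how evenly each represents the genome. The libraries were the amplification-free control, the T7-amplified library, the 6-cycle PCR library and the 12-cycle PCR library, with 1 library each. All 4 held 10000000 tags, a mean of 64.5 tags per 150 bp window. No value below has a replicate check.

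The distribution of tags over windows was compared first. The median window held 62 tags in the amplification-free library and 61 in the T7 library, but 49 after 6 cycles of PCR and 26 after 12 cycles. The 99th percentile was 149, 165, 364 and 494 tags in the same order. The coefficient of variation beyond Poisson noise was 0.524 without amplification, 0.563 after T7 amplification, 1.16 after 6 cycles and 1.58 after 12 cycles. In 500 bp windows these values were lower, at 0.439, 0.460, 1.03 and 1.39. The 10% of windows with most tags, ranked within each library, held 19.9% of amplification-free and 21.2% of T7 tags. In the PCR libraries they held 35.2% of the 6-cycle and 47.3% of the 12-cycle tags.

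**Figure D1:**
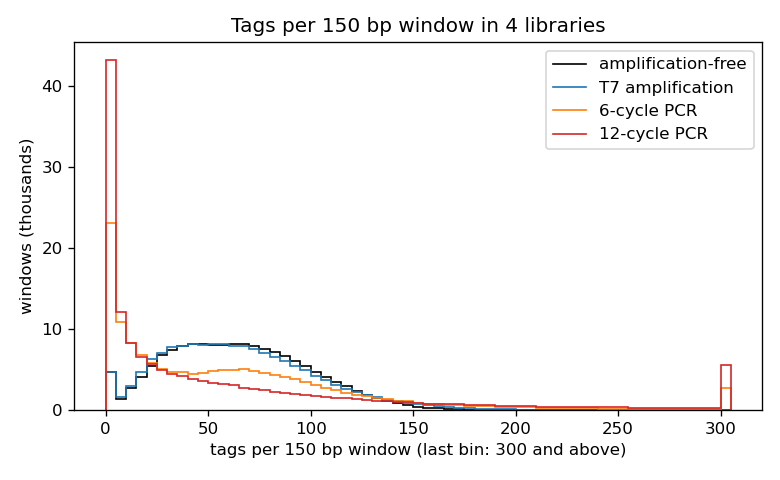
Number of 150 bp windows, on an axis in units of 1000, by their number of tags in steps of 5, with one line per library and all windows of 300 tags or more in the last step. The amplification-free and T7 lines run close together around medians of 62 and 61 tags, while the PCR lines rise towards 0 tags and have long tails to the right.

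Loss of sequence was measured as the share of windows without tags, which also counts windows where no tag has a single mapping position. It was 2.54% (95% interval 2.46 to 2.62%) in the amplification-free library and also 2.54% (3942 windows each) in the T7 library. It was 6.29% (6.17 to 6.42%) after 6 cycles and 13.6% (13.4 to 13.8%) after 12 cycles. At a mean of 64.5 tags, Poisson counts would leave practically no window empty. Of all windows, 3833 (2.47%) were empty in all 4 libraries. In 500 bp windows they were 1.49%, 1.48%, 1.94% and 3.55%, which for both PCR libraries was the largest move among the alternatives. Among the 149039 windows with at least 10 amplification-free tags, 1 window had no T7 tag. In the same windows 4884 (3.28%) had no 6-cycle tag and 15691 (10.5%) had no 12-cycle tag. Of the windows emptied after 6 cycles, 86.9% were also empty after 12 cycles.

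The ratio to the amplification-free library was then taken in these 149039 windows. For T7, 98.8% of windows lay between 0.5 and 2 times the amplification-free count. That share was 65.6% after 6 cycles and 40.6% after 12 cycles. Counts redrawn from a Poisson distribution around the amplification-free counts gave 99.9%, without the noise of the amplification-free counts themselves. Windows below 0.25 made up 0.0315% (0.0232 to 0.0419%) for T7, 17.8% (17.6 to 18.0%) for 6 cycles and 36.6% (36.4 to 36.9%) for 12 cycles. Windows above 2 made up 0.311%, 3.28% and 7.75%. The change followed the amplification-free depth of a window. Windows with 10 to 20 amplification-free tags (6834 windows, mean 15.2) had a mean of 17.4 T7 tags, 5.01 tags after 6 cycles and 2.88 after 12 cycles. Windows with 120 or more (9714 windows, mean 137) had means of 136, 222 and 290 tags. Because the classes were formed on the amplification-free counts, chance low counts in the lowest class raise the other libraries relative to it.

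The correlation with the amplification-free library asks how well tag counts keep their proportions. Pearson's r of square-root counts across 155089 windows was 0.940 for T7, 0.846 for 6-cycle PCR and 0.780 for 12-cycle PCR. The alternative that moved the PCR values most was Spearman's rank correlation, with 0.904 and 0.870 (0.928 for T7). The order of the 3 libraries was the same in 7 of the 7 alternatives tried for the correlation. To set these against counting noise, r was computed between parts of equal size. It was 0.920 between the 2 parts of the amplification-free library. Between the 2 parts of the other libraries it was 0.926 for T7, 0.972 for 6-cycle and 0.982 for 12-cycle PCR. Counting noise thus lowers r less in the PCR libraries, and 0.920 is a low limit for their comparisons. Between a part of the T7 library and a part of the amplification-free library r was 0.903, and it was 0.823 for 6-cycle and 0.760 for 12-cycle PCR. The 12-cycle and 6-cycle libraries correlated with each other at 0.944.

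In 22645 tiles of 1 kb, the log2 ratio to the amplification-free library had an SD of 0.14 for T7, where the number of tags gives 0.10. It had an SD of 0.94 for 6-cycle PCR, where counting gives 0.14, and of 1.59 for 12-cycle PCR, where counting gives 0.22. The T7 library therefore differed from the control by more than counting noise, and by much less than the PCR libraries. From the 5th to the 95th percentile the log2 ratio ran from -0.23 to 0.22 for T7, from -2.22 to 0.74 for 6 cycles and from -4.05 to 1.25 for 12 cycles.

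The effect of more cycles was followed in classes of tiles. Tiles with a pooled log2 ratio of -2.25 after 6 cycles (1070 tiles) stood at -3.85 after 12 cycles. Tiles at -0.30 (10674 tiles) stood at -0.65, and tiles at 1.36 (690 tiles) at 1.75. The orthogonal slope of the 12-cycle on the 6-cycle log2 ratio was 1.81 (1.79 to 1.83) over 21861 tiles. It depended on the regression, with 1.61 (1.60 to 1.63) for 12 cycles regressed on 6 cycles and 1.87 (1.86 to 1.89) for the reverse regression inverted. Between neighbouring classes, from the lowest to the highest, the log2 ratio after 12 cycles rose by 1.28, 1.41, 1.59, 1.69, 1.91, 1.19 and 0.83 per unit of the log2 ratio after 6 cycles.

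**Figure D2:**
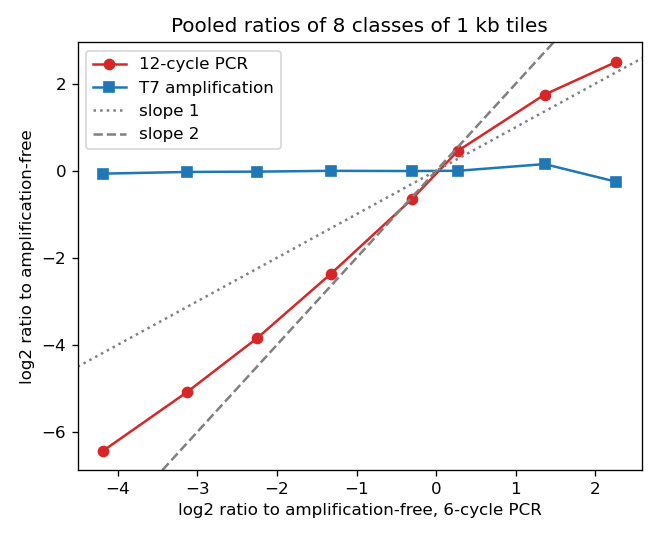
Pooled log2 ratio to the amplification-free library after 12 cycles of PCR (circles) and T7 amplification (squares) against that after 6 cycles, in 8 classes of 1 kb tiles, with lines of slope 1 and 2. The lines pass through the origin. Equal totals shift all ratios of a library together, so the slope between classes, not the distance from a line, tests a doubling. The 12-cycle values run from -6.43 to 2.5, and the T7 values stay between -0.25 and 0.15.

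Regions were named by a rule fixed beforehand, with coordinates in PlasmoDB v6.1 counted from 1. There were 57 tiles without any 12-cycle tag, and the first 3 in chromosome order are given. On chromosome 1, the tile from 97001 to 98000 had 287 amplification-free, 286 T7, 25 6-cycle and 0 12-cycle tags. The tile from 459001 to 460000 had 158, 138, 1 and 0 tags, and the tile from 460001 to 461000 had 195, 172, 0 and 0 tags. For these 3 tiles the upper limits of the 12-cycle ratio were 0.0129, 0.0236 and 0.0191. The highest 12-cycle ratio was 7.48 (6.16 to 9.15), on chromosome 4 from 955001 to 956000, with 117 amplification-free, 162 T7, 610 6-cycle and 875 12-cycle tags. It was followed by 7.28 (6.62 to 8.01) on chromosome 7 from 33001 to 34000 and 6.81 (5.72 to 8.16) on chromosome 6 from 1307001 to 1308000. The lowest T7 ratios were 0.299 (0.2502 to 0.356) on chromosome 13 from 1 to 1000, 0.341 (0.291 to 0.398) on chromosome 4 from 3001 to 4000 and 0.349 (0.311 to 0.390) on chromosome 11 from 2037001 to 2038000. The highest T7 ratios were 1.79 (1.43 to 2.24) on chromosome 2 from 31001 to 32000, 1.78 (1.41 to 2.27) on chromosome 13 from 2860001 to 2861000 and 1.64 (1.42 to 1.91) on chromosome 7 from 99001 to 100000. These are extremes of 22645 tiles, and their intervals take no account of that choice.

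Coverage along the chromosomes was compared next. Within 50 kb of the chromosome ends the ratio of tags to the amplification-free library was 0.979 for T7, 1.90 for 6-cycle PCR and 2.66 for 12-cycle PCR. The T7 value combines 0.874 in the first 10 kb and 0.915 from 10 to 20 kb with 1.03 from 20 to 30 kb and 1.06 from 30 to 50 kb. Farther inside it was 1.002, 0.941 and 0.892. Both PCR ratios were higher near the ends on 14 of 14 chromosomes, and the T7 ratio on 3 of 14. With each start counted once, the libraries no longer have equal totals, and scaled to the same total the ratios near the ends were 0.971, 1.41 and 1.76. A start that is counted once cannot gain from further tags, which limits this count where tags are dense. In the outermost 1 kb, 27 of 28 ends had 100 or more amplification-free tags. T7 tags were fewer than amplification-free tags at all 27, with a pooled ratio of 0.461, and PCR tags were more at all 27, with pooled ratios of 5.05 and 5.62.

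**Figure D3:**
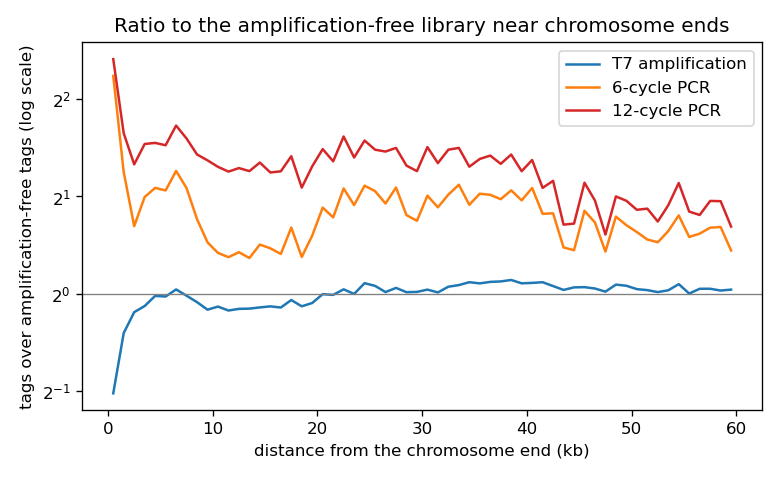
Ratio of tags to the amplification-free library (log axis) by distance from the chromosome end in steps of 1 kb, over 28 ends, with steps tiled from the first base of each chromosome and the incomplete last one left out. In the step nearest the end, which therefore differs from the outermost 1 kb of the 27 ends above, the T7 ratio is 0.493 and the PCR ratios are 4.71 and 5.31.

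Stretches without coverage were measured in 10 bp windows. Tags covered 96.8% of these in both the amplification-free and T7 libraries, 89.4% after 6 cycles and 79.4% after 12 cycles. Stretches of 500 bp or more without 12-cycle tags numbered 1471, and in 1114 of them (75.7%) amplification-free tags covered most of the stretch. On each chromosome, the longest such stretch with amplification-free coverage measured 1350 to 2780 bp. Over these 14 stretches the mean coverage was 16.8 tags without amplification, 15.8 after T7 amplification and 0.359 after 6 cycles, where the genome mean was 37.0 tags.

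**Figure D4:**
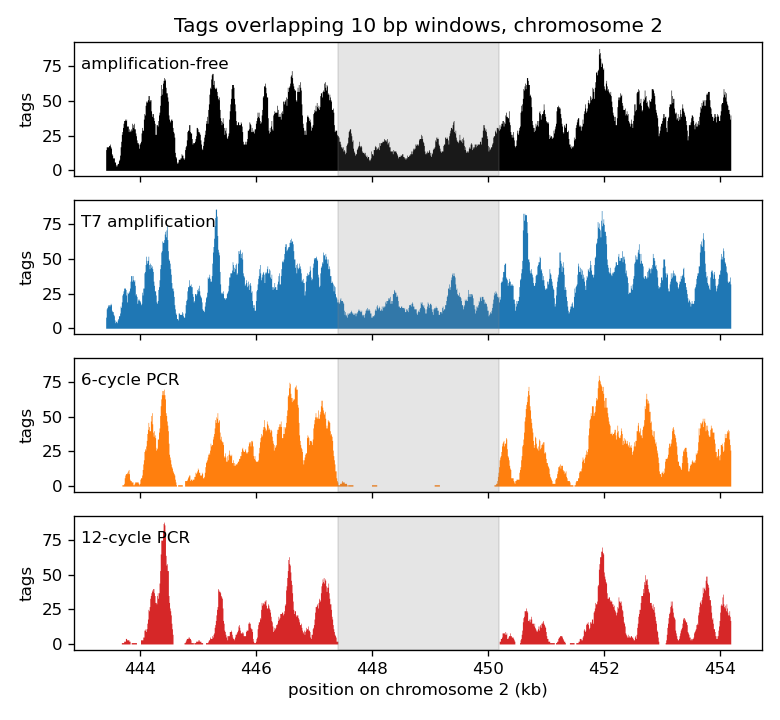
Tags overlapping each 10 bp window on chromosome 2 in the 4 libraries. The shaded stretch (447411 to 450190) is the longest there without 12-cycle tags but with amplification-free coverage. In the shaded stretch the mean coverage is 18.2 tags without amplification, 17.3 after T7 amplification and 0.371 after 6 cycles.

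Tags that repeat an occupied start position were counted last. They made up 25.4% of tags in the amplification-free library, 31.8% in the T7 library, 35.0% after 6 cycles and 49.8% after 12 cycles. The tag density of each 150 bp window alone gives 22.4%, 22.9%, 31.8% and 40.3%.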

Values the study reported

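The study reported preparing the PCR and T7 libraries from 40 ng of sonicated genomic DNA and the amplification-free library from 400 ng, handled as 10 reactions of 40 ng. It reported reads of 76 bp and tag counts in windows of 150 bp.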

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

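Alternatives for the share of windows below 0.25, the spread, the chromosome ends, the slope, the class step and the stretches were chosen after seeing the data, and those for the correlation and for windows without tags before. Of 78 alternative values, 24 stayed within the interval or tolerance of the reported value and 54 lay outside it, which is easily reached because the intervals are narrow. The order T7, 6-cycle, 12-cycle of the correlation was the same in 7 of 7 alternatives. Except where a cause is named, the cause of a move was not tested.

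In 500 bp windows the correlation was 0.968 for T7, 0.869 for 6-cycle and 0.803 for 12-cycle PCR. Windows without tags made up 1.49% (amplification-free), 1.48%, 1.94% and 3.55%, windows below 0.25 made up 0% for T7, 11.4% and 28.3%, and the spread beyond Poisson noise was 0.439, 0.460, 1.03 and 1.39. Over windows with 10 or more amplification-free tags the correlation was 0.915, 0.860 and 0.816, and windows without tags made up 0.000671%, 3.28% and 10.5%, since windows empty in the control are left out by construction. The spread there was 0.477 without amplification and 0.519 for T7. Spearman's rank correlation gave 0.928, 0.904 and 0.870, log2(tags + 1) gave 0.962, 0.805 and 0.722, and the deposited signal track gave 0.947 for T7.

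With each start counted once, the slope was 1.78, windows below 0.25 made up 16.3% after 6 and 34.7% after 12 cycles, and the ratio within 50 kb of the ends was 0.889 for T7, 1.23 for 6-cycle and 1.18 for 12-cycle PCR. These shares and ratios also carry the unequal totals that this count leaves. Scaled to the same total, windows below 0.25 made up 0.0188% for T7, 14.9% and 28.8%, and the ratio near the ends was 0.971, 1.41 and 1.76. With all tags it was 0.893, 1.90 and 2.85 within 20 kb of the ends and 0.992, 1.55 and 2.03 within 100 kb. The slope was 1.87 in 500 bp tiles, 1.78 in 2 kb tiles, 1.61 for 12 cycles regressed on 6 cycles and 1.87 for the inverted regression. The class step was 1.27 in 150 bp tiles. Chromosomes with one outstanding stretch numbered 6 with 1 overlapping tag allowed and 1 with 2 allowed, against 11 with none.

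The listed tag end kept the correlation, the windows without tags and the windows below 0.25 within their intervals. Alternatives that need AT content, genes or a genome sequence were not run. No paired analysis was possible because each group has 1 library. Depth was equal by construction, so its effect between libraries was not examined.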

Other observations

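Tests chosen only after the result was seen are those of the step between tile classes against a fixed gain per cycle, of repeated starts against local tag density (the repeated share had been seen), of pairs of tags against favoured starts as the whole cause, of T7 noise from odd and even starts (which replaced an earlier form of that test), of T7 tags in the outermost 1 kb, and of T7 against 12-cycle ratios away from the chromosome ends. No biological explanation was tested, as the libraries differ only in their preparation, and with 1 library each, a difference between methods cannot be separated from a difference between single libraries.

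A fixed gain or loss per PCR cycle would double the differences in log2 ratio between tiles from 6 to 12 cycles. Because the libraries have equal totals, the log2 ratio of a single tile need not double. A slope between 1.8 and 2.2 was predicted, without saying by which regression. The orthogonal slope was 1.81 and the inverted one 1.87, inside that range, and the ordinary one was 1.61, outside it, so the slope alone decided nothing. The calculation of the slope had also been corrected after a first value was seen. The steps between tile classes were 1.28, 1.41, 1.59, 1.69, 1.91, 1.19 and 0.83 from the lowest class to the highest. All but the step of 1.91 lay below 1.799, the lowest step in simulated libraries with 1 gain per tile and a slope of 2. Unlike sequence mixed within a tile would also flatten the steps, except the step into the lower of the 2 highest classes (2.11 predicted). With a fixed gain in each 150 bp window instead, 4 of the 7 steps lay below their predicted step by more than the interval. To exclude a fixed gain with mixing, 5 or more had been set, and at most 1 to keep it. These limits were set before that comparison, but after the steps between tile classes had been seen. In that comparison, on other parts of the tags, the steps into the classes with 0.5 to 1 and 1 to 2 times the amplification-free tags, which hold most tiles, were 1.69 and 1.93 where 1.65 and 1.92 were predicted. The step into the lowest class but one was 1.21 where 1.67 was predicted, and the step into the class with 0.25 to 0.5 times was 1.57 where 1.79 was predicted. The steps into the 2 highest classes were 1.19 and 0.83 where 2.11 and 1.83 were predicted. A fixed gain is thus argued against for the tiles with most PCR tags by the step of 1.19, and for the other tiles it stays open. The step was 1.25 over tiles at least 50 kb from the chromosome ends, so sequence near the ends does not account for it. A gain that shrinks in later cycles for the most favoured fragments may account for it, but that was not tested.

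The T7 library departed from the control by slightly more than counting noise, with an SD of the log2 ratio beyond noise of 0.10. If this were a weaker form of the PCR bias, its ratios would follow those of 12-cycle PCR. Across 22645 tiles Pearson's r was 0.0585, with separate parts of the amplification-free tags as denominators, which argues against such a bias as the main reason over all tiles. These include the outermost 20 kb of the chromosomes, where the pooled T7 ratio was 0.893 and the PCR ratios 1.90 and 2.85, and r is lowered by counting noise. Over 21863 tiles with 10 or more T7 and 12-cycle tags, r was 0.0249 before and 0.0410 (0.00769 to 0.0844) after counting noise was taken off. With noise taken off, it was -0.00977 (-0.120 to 0.0590) over the 1143 of these within 50 kb of the ends. Over the 20720 at least 50 kb from the ends it was 0.108 (0.0663 to 0.149), where 0.3 or more had been set for the PCR bias and less than 0.1 against it, so the test left it undecided there. In classes of tiles at that distance by their 6-cycle ratio, from the lowest to the highest, the T7 ratio was 0.954, 0.980, 0.985, 0.999, 0.995, 1.01, 1.11 (364 tiles) and 1.30 (22 tiles). A weak form of the PCR bias may thus be part of the T7 departures away from the ends, mostly in the few tiles with most PCR tags. Noise taken from odd against even start positions, which keeps repeated tags together, still left an SD of 0.0927, so repeated tags are not the main reason either. What sets the remaining T7 departures stays open.

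Part of them lay at the chromosome ends. Of the 37 tiles in which amplification-free tags exceeded T7 tags more than 1.5 times, 31 were within 20 kb of an end. Of the 11 tiles in which T7 tags exceeded amplification-free tags more than 1.5 times, 0 were within 20 kb and 5 within 50 kb. The low T7 ratio in the outermost 1 kb was not matched by the 12-cycle ratio there of 5.62, which argues against uneven mapping common to all libraries. It was also not seen in 618 tiles farther inside with 2 or more times the amplification-free tags after 6 cycles, where the T7 ratio was 1.14. These tiles were chosen on the same amplification-free tags that form the ratio, which can raise it, and their 6-cycle ratio was 2.68. With separate parts of those tags, the 22 tiles of the highest class at least 50 kb inside had a 6-cycle ratio of 4.15 and a T7 ratio of 1.30. These values argue against what favours PCR farther inside as the cause, though composition itself was not measured. The PCR ratio of 2.66 within 50 kb of the ends likewise cannot come from mapping that was the same for each library.

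Repeated start positions exceeded the number given by local tag density even without amplification, by 2.99 percentage points. Starts stacked in the T7 library had 1.505 times as many amplification-free tags as the other starts of their windows, and starts stacked in the 12-cycle library had 1.43 times. A factor of 2 or more had been predicted if stacks came from starts favoured in every library and 1.2 or less if not, so that test left the question undecided. Pairs of tags were then examined. Pairs within the T7 library were 1.60 times the number expected from an even fall within windows, and pairs of a T7 and an amplification-free tag 1.13 times. Within the 12-cycle library the ratio was 1.55, and with an amplification-free tag it was 1.16. Starts favoured in every library therefore cannot be the whole cause, though they may be part of it. Within the amplification-free and 6-cycle libraries the ratios were 1.197 and 1.18. Copies of one template made during amplification are a candidate explanation for the T7 value of 1.60. Starts favoured in that library alone would give the same ratio and remain open.

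Of the stretches of 500 bp or more without 12-cycle tags, 75.7% were largely covered without amplification, so for these a failure of mapping is excluded, while the others remain open. Among stretches with amplification-free coverage, the longest was at least 1.5 times as long as the second longest on 11 of 14 chromosomes. This met the prediction for one outstanding element per chromosome, possibly the centromere. That count rests on requiring exactly 0 tags. It was 6 when 1 overlapping tag was allowed and 1 when 2 were allowed, so the data leave it undecided, and the sequence of the stretches was not analysed here.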
